A study of Homo sapiens with 4 samples. Its data were reported in "MORC2 is a phosphorylation-dependent DNA compaction machine" (2025).

How the data were processed

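Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase cuts and tags exposed DNA, in HEK293T cells, an aneuploid human embryonic kidney line. There were 2 libraries of wild-type (WT) cells and 2 of MORC2 knockout (KO) cells. The KO libraries came from bulk pools made with different guide RNAs, 1 per pool, so guide and KO replicate cannot be separated. The guide sequences that the study gives overlap in all but their end bases. Agreement between the pools therefore does not exclude effects of that shared target sequence.

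The authors trimmed paired-end reads with Trim Galore, aligned them with bowtie2 to CHM13, the telomere-to-telomere human assembly, discarded unmapped, discordant and poorly mapping pairs, and removed duplicates with Picard. The deposited promoter table holds raw fragment counts per promoter for each library, one row per NCBI Gene ID, with no normalisation. The study describes a promoter as a 2 kb window around the start of a gene and counts a fragment by its midpoint. It does not say whether the promoter table was counted in the same way, and Tn5 offsets were not applied here because a midpoint does not depend on them. The authors called peaks with MACS2 in paired-end mode, and the deposited peak list is one list for both WT libraries together, so it carries no replicate values. Its fold enrichment is the authors' ratio of signal at the summit to the local background. Its −log10 q-value and its score are also the authors' own, and the score equalled 10 times the −log10 q-value, truncated, for 99.9% of peaks. These values were used only to describe, rank and filter peaks within the list. The peak positions are on CHM13 and are given counting from 1.

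The promoter table had 28775 rows. A table of RefSeq genes on GRCh38.p14 gave symbols for 28763 of the IDs and the order of genes along chromosomes. Because its assembly differs from that of the alignment, none of its coordinates were used beyond that order. The share of promoter counts at promoters with a WT peak and the overlap of promoters with WT peaks, which need positions on CHM13, were therefore not analysed here. Shifts of whole chromosomes, which need only the chromosome of each promoter, were not analysed either. GC content was not analysed here either. KO peaks, ChIP-seq and RNA-seq were not used here.

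Total promoter counts ranged from 9435801 to 15152636 per library, and the median promoter held between 132 and 250 fragments. The table contained 37 mitochondrial rows whose windows overlap one another, so that one fragment can enter several rows. They held from 20.6% to 35.1% of a library's count. Neighbouring nuclear promoters can share fragments as well, and rows that do are not independent observations. In every library, 17.5% of tested rows differed by under 25% from the row before them in gene order. Unrelated rows can also have similar counts, and their rate was not computed, so 17.5% does not measure sharing. Where a named promoter is said to share fragments with a neighbour, this was inferred from similar counts in every library. Intervals for shares of counts are 95% Wilson intervals, which cover counting error only, since PCR fragments carry no molecular identifiers.

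Rows were filtered with filterByExpr, which kept 27647 and removed 1128, of which 377 had no count in any library. Libraries were scaled by TMM. MORC2 KO was compared with WT by the quasi-likelihood F-test of edgeR 4.0.16 (R 4.3.3) with the legacy fit, which is that of the edgeR release the study used, and without covariates. All 4 libraries entered the fit. P-values were two-sided and adjusted by Benjamini-Hochberg, and promoters with an adjusted p under 0.05 were called. Standard errors of log2 fold changes were derived from the F statistics. Normalised counts (CPM) are TMM-scaled. Single-value comparisons of the 4 libraries were not tested, because an exact permutation test of 2 against 2 cannot give a two-sided p below 0.333. Zinc finger (ZNF) promoters, those with a symbol that starts with ZNF and a digit, were tested as a set with camera in limma 3.58.1, with a correlation between promoters preset at 0.01, on log2 CPM with a prior count of 2. Symbols of antisense and divergent transcripts and of pseudogenes named after a ZNF gene were included. Fry and camera with an estimated correlation were run beside it. The second list held MORC2 and 6 genes of the HUSH complex and its partners.

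Tests, lists and most alternatives were fixed before the data were examined. Besides MORC2 and that list, the promoters named are the 10 higher and 5 lower ones with the smallest p among called promoters at which both KO libraries lay on the same side of both WT libraries. For peaks, the 5 with the highest fold enrichment are given. The alternatives fixed in advance covered scaling (size factors of DESeq2, total count only, loess offsets on abundance), the filter, a replicate block, the edgeR 4 and robust fits, the DESeq2 1.42.0 Wald test, limma-trend, the threshold, identical rows, the set test, the peak threshold and leaving out each library. Chosen after seeing the data were loess offsets for single promoters and lists, loess plus neighbourhood offsets, omission of mitochondrial rows, thinning of counts to 6119609 nuclear fragments per library, merging of similar neighbours, DESeq2 without its independent filter, a list of protocadherin promoters, and the tests on blocks and runs of neighbouring promoters. Loess offsets were fitted to log2 counts with 0.5 added. Neighbourhood offsets were running medians of each library's deviation along the gene order. Peaks were summarised with Python 3.11.15 and pandas 2.3.3.

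The fit was tested on simulated data drawn from the means and depths of the real libraries. Every simulated promoter had the same dispersion, the common one of the real fit, and no regional shifts were added. The recovery and false calls below hold for that simpler setting. Of 200 promoters changed by 0.6 on the log2 scale among 27506, it recovered 168 (84%) and made 8 false calls. When the abundance trend of the real libraries was imposed on the simulated counts, TMM scaling made 111 false calls among 27494 promoters and loess offsets made 11.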

Results

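To ask whether loss of MORC2, a GHKL-type ATPase that works with the silencing complex HUSH, alters chromatin accessibility, ATAC-seq promoter counts were compared between 2 MORC2 KO and 2 WT libraries of HEK293T cells. The total promoter count was 11240430 and 15152636 in KO replicates 1 and 2, and 10072386 and 9435801 in WT replicates 1 and 2. Mitochondrial rows took 31.8% (95% Wilson interval 31.8 to 31.9) and 20.6% (20.5 to 20.6) of the count in KO replicates 1 and 2. In WT replicates 1 and 2 they took 34.5% (34.4 to 34.5) and 35.1% (35.1 to 35.2). The nuclear count that remained was 7661443 and 12036024 in the KO libraries and 6601963 and 6119609 in the WT libraries, so that KO replicate 2 was the deepest library. Nuclear promoters below the median abundance held 9.95% and 9.71% of nuclear counts in KO replicates 1 and 2, and 11.1% in each WT library.

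A chi-square test of nuclear counts gave 1.20 per degree of freedom between the KO libraries and 1.33 between the WT libraries, against 1.52 to 2.78 across groups. Neither replicate pair was within sampling noise, so that each library was treated as a separate sample. The correlation of log2 CPM over 19796 promoters, which are not independent replicates, was 0.9935 between the KO libraries and 0.9886 between the WT libraries. It ranged from 0.9868 to 0.9895 across groups, and KO replicate 1 with WT replicate 1, at 0.9895, lay above the WT pair.

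The promoter of the targeted gene, MORC2 (Gene ID 22880), was more accessible in KO cells. It held 403 and 639 fragments in KO replicates 1 and 2, and 247 and 267 in WT replicates 1 and 2. This corresponds to 37.2 ± 0.359 CPM in KO and 27.6 ± 2.77 CPM in WT (SD, n = 2 each). The log2 fold change was 0.43 (SE 0.087), with an adjusted p of 0.000279 in edgeR's quasi-likelihood test, and both KO libraries lay above both WT libraries. The row of TUG1, the neighbouring gene, held nearly the same fragments and had a log2 fold change of 0.43, so that the counts do not assign the change to either gene. MORC2-AS1 had a log2 fold change of 0.29 (SE 0.16, adjusted p 0.305). Promoter accessibility does not measure the edit itself, so this value neither checks nor contradicts the KO label. Under scaling by total count alone, the alternative that moved it most, the MORC2 log2 fold change was 0.57 with an adjusted p of 0.240. That total includes the mitochondrial rows.

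Across 27647 tested promoters, 1229 (4.45%) had an adjusted p under 0.05, of which 954 were higher and 275 lower in MORC2 KO. At an unadjusted p under 0.05 there were 5626. The common dispersion was 0.00180, a biological coefficient of variation of 4.24%. Without mitochondrial rows it was 0.000793, and 1241 promoters were called. The prior degrees of freedom of the main fit were 1381, so a promoter's own replicate spread had little weight in its test. Small differences could thus pass the threshold. The median log2 fold change was 0.27 among promoters called higher, and 917 of the 954 changed by less than 0.5. Among promoters called lower it was −0.71. These medians depended on the scaling. For the higher set the median was 0.40 with total count scaling, 0.20 with loess offsets and 0.13 with loess plus neighbourhood offsets. For the lower set it was −0.57, −0.53 and −0.49. Only 9 called promoters rose and 44 fell by more than 1 on the log2 scale. Both KO libraries lay on the same side of both WT libraries at 951 of the 954 higher and all 275 lower promoters. Over all tested promoters this held for 50.6%, where chance gives 33.3%. The number of calls depended strongly on the processing. The DESeq2 Wald test moved it most, with 7 calls, all higher in KO. Offsets that removed the trend of fold change with abundance gave 380 calls, 211 higher and 169 lower. The share of calls that were higher was thus 77.6% with TMM and 55.5% with these offsets.

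**Figure D1:**
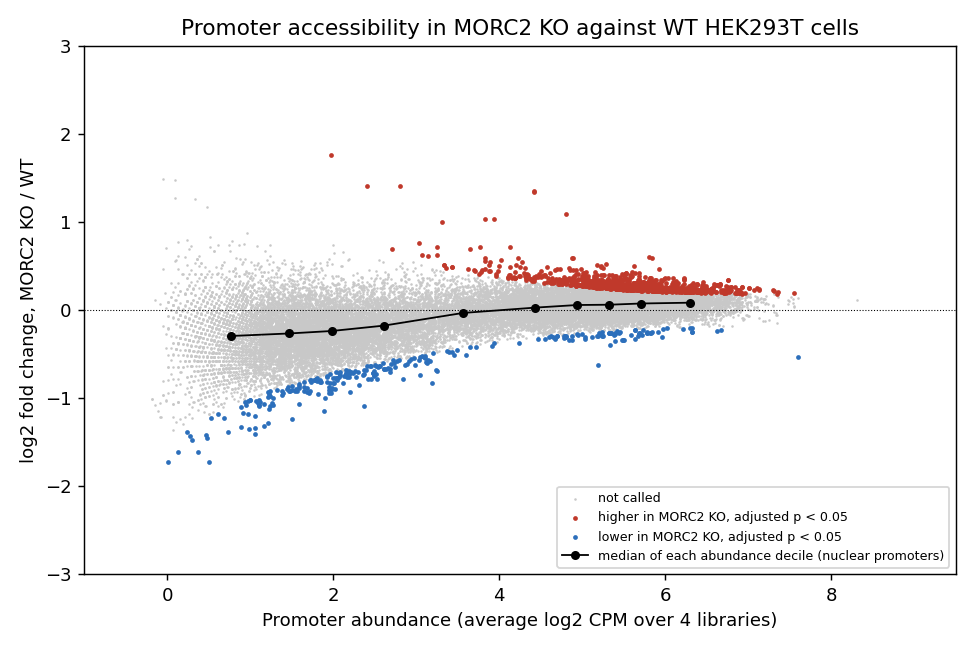
The log2 fold change of MORC2 KO over WT (y axis) is plotted against the average log2 CPM of each tested promoter (x axis), with promoters called higher in red, those called lower in blue, and 36 promoters outside the axes. The black line joins the medians of 10 abundance classes of nuclear promoters, which rise from −0.29 in the least abundant to 0.084 in the most abundant.

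The fold change followed promoter abundance. The median was −0.29 in the lowest of 10 abundance classes of 2761 promoters each, and 0.084 in the highest. Of the calls in the lowest class, 34 of 34 were lower in KO, whereas 319 of the 330 calls in the highest class were higher. With total counts as the only scaling, the median log2 fold change of all promoters was 0.12. With TMM it was −0.017, so that the directions here are relative to the TMM scale. The total includes the mitochondrial rows, whose share was lowest in KO replicate 2 (20.6%). Without KO replicate 2 the total-count median was 0.017, so that shift rested mainly on this library. Scaling by the nuclear total alone was not run.

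The smallest p-values among promoters higher in MORC2 KO belonged to ZNF22-AS1 (Gene ID 220979) and ZNF22 (Gene ID 7570), whose rows held nearly the same fragments. ZNF22 held 289 and 523 fragments in KO replicates 1 and 2, and 105 and 107 in WT replicates 1 and 2, with a log2 fold change of 1.35 (SE 0.11, edgeR adjusted p 5.49e-27). RRAGA and SAXO1 also shared most of their fragments, and had log2 fold changes of 0.61 and 0.59. LINC00858 and LINC02994 each rose by 1.03 on the log2 scale. MIR3171HG rose by 1.41, from 3.45 ± 0.915 CPM in WT to 8.85 ± 2.66 CPM in KO (SD, n = 2 each). TSPYL1 and DNAJB14 rose by 0.50 and 0.47. MIR4647 rose by 1.10, but its libraries were uneven, with 279 fragments in KO replicate 1 and 758 in KO replicate 2 against 168 and 150 in WT. Without KO replicate 2 its log2 fold change was 0.59, and it lost its call in the robust fit (adjusted p 0.405). The calls of ZNF22-AS1, ZNF22, RRAGA, SAXO1, LINC00858 and LINC02994 were the 6 kept in all of 7 alternative fits that were intersected, which included DESeq2 without its independent filter, loess plus neighbourhood offsets and total count scaling.

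Among promoters lower in MORC2 KO, the smallest p-values were those of TRNF, a mitochondrial gene, and MIR4485, with log2 fold changes of −0.53 (SE 0.062) and −0.63 (SE 0.082). All 37 mitochondrial rows were lower, with a median of −0.51, and TRNF was the 1 of them that was called. The shift rested mainly on KO replicate 2: without it, the log2 fold change of TRNF was −0.15 and that of MIR4485 was −0.25. LINGO4, KRT36 and CARM1 had log2 fold changes of −0.83, −1.09 and −0.39. The CARM1 promoter varied between the WT libraries, from 40.3 to 52.6 CPM, and without WT replicate 2 its log2 fold change was −0.19. KRT36 held between 30 and 87 fragments per library, with 9.03 and 5.43 CPM in WT replicates 1 and 2, and without WT replicate 1 its log2 fold change was −0.66. LINGO4, KRT36 and CARM1 were not called with neighbourhood offsets (adjusted p 0.0814, 0.243 and 0.0672). TRNF also lost its call with these offsets, at a log2 fold change of −0.12 (adjusted p 0.48), whereas MIR4485 kept it (adjusted p 0.00383). In the robust fit TRNF and MIR4485 were not called (adjusted p 0.5997 and 0.2059), while LINGO4, KRT36 and CARM1 kept their calls.

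Because MORC2 works with HUSH, the promoters of its members and partners were examined as a list fixed in advance. Of the 7 promoters, 3 were called over all promoters and 4 when adjusted over the list alone, all of them higher in KO. TASOR (Gene ID 23272) rose from 29.6 ± 0.0179 CPM in WT to 40.1 ± 0.488 CPM in KO (SD, n = 2 each), a log2 fold change of 0.44 (SE 0.084, edgeR adjusted p 0.000124). PPHLN1, whose row shares most fragments with that of ZCRB1, had a log2 fold change of 0.26 (adjusted p 0.0394). It kept its call with DESeq2 size factors in the edgeR fit, no filter, the robust fit and omission of mitochondrial rows. In the other alternative fits it was not called, with adjusted p from 0.0631 to 0.974, and without WT replicate 2 its log2 fold change was 0.17. MPHOSPH8 had a log2 fold change of 0.20 and an adjusted p of 0.142 over all promoters and 0.0278 over the list. ATF7IP (0.14), SETDB1 (−0.0063) and TRIM28 (−0.026, with fragments shared with ZNF446) had no detectable difference between groups at this depth. With offsets on abundance, MORC2 and TASOR kept their calls, each with a log2 fold change of 0.38 (adjusted p 0.00368 and 0.00244). Total count scaling called 0 of the 7, with 4 at an unadjusted p under 0.05 and 3 when adjusted over the list alone. DESeq2 without its independent filter also called 0, with 3 at an unadjusted p under 0.05 and 2 when adjusted over the list alone. With the filter, MORC2, MPHOSPH8 and ATF7IP had no adjusted p.

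**Figure D2:**
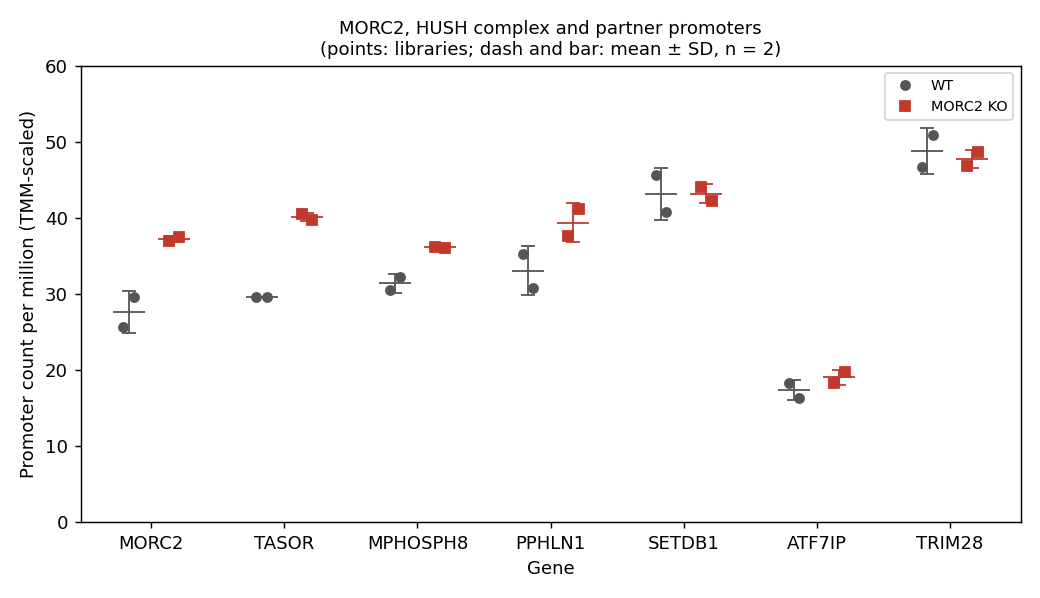
TMM-scaled CPM (y axis, from 0) of the promoters of MORC2, the HUSH complex and its partners (x axis), with each library as a point and the mean ± SD of 2 libraries as dash and bar, WT in grey and MORC2 KO in red. MORC2 and TASOR lie at 37.2 and 40.1 CPM in KO against 27.6 and 29.6 in WT, while SETDB1 and TRIM28 overlap.

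Zinc finger genes had been named in the study among the differentially accessible genes, so the test of all ZNF promoters on the same libraries is not independent evidence. The 600 tested ZNF promoters had a median log2 fold change of 0.059, against −0.018 for the other promoters. Of the ZNF promoters 62.0% had a log2 fold change above 0, compared with 46.4% of the others. There were 51 called higher (8.50%, against 3.34% of the others) and 7 called lower. Camera with the preset correlation gave a p of 0.000485 in limma, but the call did not hold under an estimated correlation (p 0.153) or under fry (p 0.218). The median of the set lay above all 10000 random lists matched on abundance. The difference between medians was 0.077 with TMM and 0.048 without WT replicate 1. With offsets on abundance it was 0.046 (camera p 0.00896 with the preset and 0.302 with an estimated correlation, fry p 0.233). Besides ZNF22, ZNF239 had a log2 fold change of 0.71 (edgeR adjusted p 3.02e-06) and ZNF32 one of 0.59 (adjusted p 3.80e-07). These 2 were chosen after their values were seen. Whether they lie near ZNF22 or each other on the chromosome was not analysed here, so they may not be separate loci.

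The WT peak list described open chromatin in WT cells. It held 50883 peaks on 24 sequences, the autosomes, X and the mitochondrial genome, with none on Y. The median peak was 534 bp wide (quartiles 322 and 1002), and the peaks covered 36.8 Mb in all. The authors' fold enrichment had a median of 5.91 (quartiles 3.78 and 8.79), and 8697 peaks (17.1%) exceeded 10. Chromosome 1 had the most peaks, with 5345 (10.5%). On the telomere-to-telomere assembly CHM13, the 5 peaks with the highest fold enrichment lay on chromosome 11 at 10594417 to 10594814 (fold enrichment 38.4), chromosome 5 at 81136512 to 81137254 (35.4), chromosome 7 at 103907325 to 103907737 (34.6), chromosome 21 at 2810158 to 2810829 (33.8) and chromosome 9 at 80192439 to 80193255 (29.2). What the annotation holds there was not analysed here. The 5 mitochondrial peaks covered 12798 bp with a fold enrichment of only 1.14 to 2.65.

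**Figure D3:**
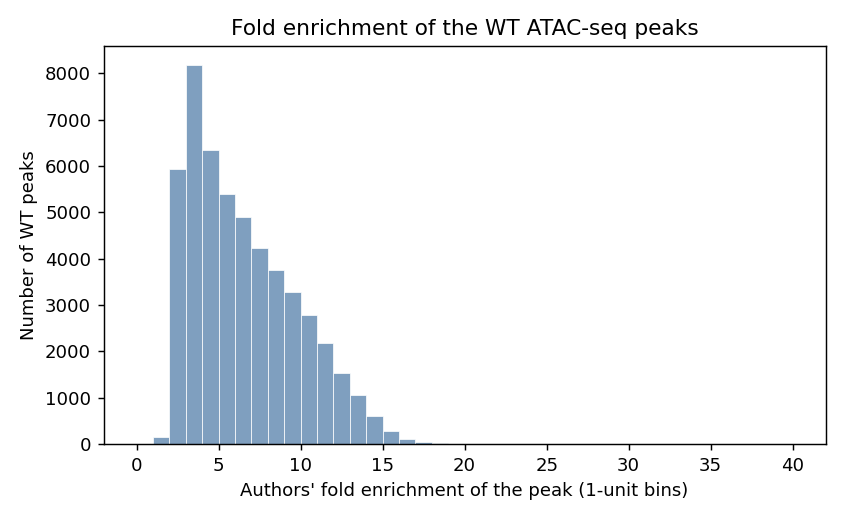
Histogram of the authors' fold enrichment (x axis, bins of 1 unit) of the 50883 WT peaks, with the number of peaks per bin on the y axis, from 0. The median is 5.91, and 17.1% of the peaks lie above 10.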

Values the study reported

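The study reported 50,883 ATAC-seq peaks in WT cells and 68,357 in MORC2 KO cells. It reported 17 differentially accessible genes between MORC2 KO and WT cells, of which 14 were more accessible in the KO, several ZNF genes among them. By RNA-seq it reported 97 genes up and 5 down in the KO. By ChIP-seq it reported 15,366 MORC2 binding sites, 8,317 of them at promoters.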

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

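Several alternatives were chosen after seeing the data. These were loess offsets for MORC2 and the lists, loess plus neighbourhood offsets, thinned counts, omission of mitochondrial rows, merging of similar neighbours, DESeq2 without its independent filter, and fry with loess offsets.

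The count of 1229 promoters (954 higher, 275 lower) stayed within 1.5 times under DESeq2 size factors in the edgeR fit, no filter, the robust fit, rows with identical counts counted once, omission of mitochondrial rows and similar neighbours counted once. It was 787 (520 higher) at a mean count of at least 50, where 19833 promoters were tested and 66.1% of calls were higher. Limma-trend gave 717 (590 higher, 127 lower), and the edgeR 4 fit gave 841 with 168 lower. An adjusted p under 0.1 gave 2249 (1551 higher, 698 lower) and one under 0.01 gave 355 (316 higher, 39 lower), the latter with 89.0% higher. Total count scaling gave 20 (19 higher, 1 lower), 95% of them higher, with 2442 higher and 507 lower at an unadjusted p under 0.05. That total includes the mitochondrial rows, and the common dispersion with it was 0.00745. Loess offsets gave 380 (211 higher, 169 lower), loess plus neighbourhood offsets 56 (43 higher, 13 lower), and counts thinned to equal nuclear depth 597 (480 higher, 117 lower). DESeq2 gave 7 higher and 0 lower with or without its independent filter, although 973 and 56 with the filter, and 1193 and 250 without it, had an unadjusted p under 0.05. Its median dispersion was 0.00630 against edgeR's common 0.00180, and 76.3% of its promoter-wise estimates were at their lower bound. The cause was not tested for any of these settings.

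With the replicate number as a block, 765 promoters were called (553 higher, 212 lower). Deviations of same-numbered libraries from their group means correlated at only 0.021 across promoters, so the numbers do not pair the libraries. The replicates were still related. Over 198 blocks of up to 100 consecutive promoters, replicate 1 minus replicate 2 in WT and in KO correlated at −0.615, opposite to the numbering. Among the named promoters the block changed the call of PPHLN1 alone (adjusted p 0.0714).

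The MORC2 promoter was higher in each alternative that gave it a value, and DESeq2 with its independent filter gave it no adjusted p. It was not called with total count scaling (0.57, adjusted p 0.240) or DESeq2 without its filter (0.44, adjusted p 0.361), and ranged from 0.33 to 0.54 when each library was left out in turn. Of the HUSH list, 0 promoters were called with total count scaling (4 at an unadjusted p under 0.05) and 0 with DESeq2 without its filter (3 at an unadjusted p under 0.05). With the filter DESeq2 called 0 of the 4 that it kept (2 at an unadjusted p under 0.05). Adjusted over the list alone, these fits called 3, 2 and 1. The cause was not tested. The ZNF difference of 0.077 was positive throughout, and was not past the threshold under fry (p 0.218) or an estimated correlation (p 0.153), nor at 0.046 with loess offsets and fry (p 0.233). Leaving out each library gave 0.048 to 0.090, the lowest without WT replicate 1. The shift of all promoters, 0.12 by total count, was −0.017 with TMM and −0.013 with DESeq2 size factors, as both centre it. By total count it was 0.017 to 0.21 with each library left out, lowest without KO replicate 2. The WT peaks numbered 41971 at a −log10 q of at least 5, 34418 at 10 and 50878 on autosomes and X, and no lines overlapped or touched.

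SETDB1 and TRIM28, near 0, changed sign. SETDB1 was 0.13 with total count scaling, 0.0037 with the block, 0.00026 in the edgeR 4 fit, 0.0028 in both DESeq2 fits, 0.0026 in limma-trend and 0.037 with thinned counts, and from −0.083 to 0.079 with each library left out. TRIM28 was 0.11 with total count scaling and from −0.090 to 0.038 with each library left out. The cause was not tested. Of the other comparisons of named promoters and medians outside the fits that left out a library, 281 kept direction and call or stayed within the spread, 38 kept their direction and lost the call, and 16 moved. In the fits that left out a library, 80 stayed within the spread and 12 moved.

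Alternatives not run were autosomes only, ZNF promoters on or outside chromosome 19, and all those for chromosome shifts and for overlap of promoters with peaks. The overlap needs positions on CHM13. The others need only the chromosome of each promoter, and were left out because the gene table is on a different assembly. In simulated data 84% of 200 promoters changed by 0.6 were recovered. These had a mean count of at least 50, and changes of other sizes or at less abundant promoters were not simulated. Nor were dispersions that differ between promoters.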

Other observations

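Apart from results repeated from the parts above, the tests in this part were chosen after the results were seen. Some of the repeated results, such as the ZNF set test with TMM, had been fixed in advance. The outcome of the comparison of clustered ZNF promoters with their neighbours was stated before it was computed.

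The number of promoters called here was 1229, and 954 were higher. Both are higher than the values quoted from the study above. The study tested short windows and summarised them to genes, whereas whole promoters were tested here.

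The calls between MORC2 KO and WT came with a trend of fold change with abundance, as a difference in signal over background between libraries could give. That trend is not the whole of the pattern: 279 of the 1229 promoters kept their call and direction with loess offsets on abundance (191 higher, 88 lower). The same trend imposed on simulated unchanged promoters gave 111 false calls. Those promoters all had the same dispersion, so 111 is not an upper limit for the real libraries. The calls other than the 279 were lost with the offsets, so for them the trend stays open. The greater depth of KO replicate 2 is not the whole either, since 597 promoters were called after thinning to equal nuclear depth, of which 451 higher and 94 lower ones were among the original calls.

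Neighbouring promoters shifted together. Over 198 blocks of up to 100 consecutive promoters, the median difference between KO and WT correlated with the median difference between WT replicates 1 and 2 (r = 0.754, rho = 0.735 across blocks, which are not independent replicates; r = 0.746 without the 2 blocks farthest from the median). In 100 simulations of unchanged libraries, which share the WT libraries in the same way, r ranged from −0.189 to 0.180. The first principal component of the blocks took 90.1% of their variance and ordered the libraries as WT replicate 2 (−0.77), WT replicate 1 (−0.15), KO replicate 1 (0.23) and KO replicate 2 (0.68), the same order as their nuclear counts. This is consistent with a regional axis that varies between libraries whatever their genotype. Library quality, GC content and growth state were not tested as its source, and a contribution of the KO to the same axis stays open. With neighbourhood offsets that remove such shifts, 44 of the 1229 calls remained in the same direction (34 higher, 10 lower), of which 7 were ZNF promoters, all higher. For these 44 the axis is not a sufficient explanation. The offsets could also remove real effects that span neighbouring genes.

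The rise of ZNF promoters as a set ran against that axis. From the difference between the WT libraries, the slope over blocks predicted a shift of −0.055 for the 493 more abundant ZNF promoters, whereas 0.052 was observed, an excess of 0.11 (95% bootstrap interval 0.087 to 0.14). The abundance trend was not the whole cause, since with loess offsets the ZNF median of 0.046 lay above all 10000 lists matched on abundance. A shift of whole regions, such as a copy-number difference between the pools, would lift other promoters in ZNF clusters alike. The 174 ZNF promoters with at least 3 ZNF promoters among their 6 nearest neighbours had a median of 0.12 (0.11 in KO replicate 1 and 0.10 in KO replicate 2), and the 82 non-ZNF promoters in the same surroundings had −0.024. The difference was 0.14 (95% bootstrap interval 0.072 to 0.20). The 112 ZNF promoters with no ZNF promoter near had a median of 0.016 (interval −0.025 to 0.052). A hypothesis that these values leave standing is that loss of MORC2 may open the promoters of clustered ZNF genes slightly. It remains a hypothesis. With TMM and loess offsets the set was past the threshold only with the preset correlation. There fry gave p 0.218 and 0.233, and camera with an estimated correlation gave 0.153 and 0.302. With neighbourhood offsets fry gave 0.0476 and the estimated correlation 0.0535. The bootstrap intervals above do not measure spread between libraries, and neighbouring promoters are not independent. The 2 pools and 2 WT libraries cannot exclude other differences between the cultures.

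Medians over 11 consecutive promoters passed the limits from 1000 shuffles of the promoter order (0.24 and −0.24) in 6 higher runs and 1 lower run. In 2 of the 6, most genes were ZNF genes, against 2.36% of all promoters examined: the run from ZNF230-DT to ZNF235, with 11 ZNF promoters (median 0.35, with 0.32 in KO replicate 1 and 0.33 in KO replicate 2), and that from ZNF304 to ZNF416, with 10 (median 0.28, with 0.30 and 0.28). The WT libraries differed there by −0.071 and −0.064, against the direction of the axis. The other higher runs went from VTRNA1-1 to PCDHGC3 (0.29, with 0.13 in KO replicate 1 and 0.38 in KO replicate 2), from TRIM59-IFT80 to ZBBX (0.29, with 0.22 and 0.29), from CNTNAP3 to PGM5-AS1 (0.28, with 0.36 and 0.25) and from HAO2 to SRGAP2-AS1 (0.24, with 0.18 and 0.25). The lower run went from MPV17L2 to ELL (−0.25, with −0.25 and −0.23). The first of these higher runs thus rested mainly on KO replicate 2. Shuffling breaks the regional axis too, so these limits do not exclude it for those runs. In the order given, the WT libraries differed by 0.070, −0.0083, 0.11 and 0.016 in the other higher runs, and by −0.15 in the lower run. All but −0.0083 had the sign of the run's shift, and each was smaller than that shift. The run that ends at PCDHGC3 drew attention to the 58 clustered protocadherin promoters, whose difference from other promoters flipped with the scaling, from −0.086 with TMM to 0.15 with loess offsets and 0.087 with neighbourhood offsets. Their TMM median of −0.10 lay above the −0.24 of lists matched on abundance, at percentile 99.9 of 10000. With loess offsets camera gave a p of 0.00234 and fry 0.0407, but camera with an estimated correlation gave 0.0624. With TMM (camera p 0.171, fry p 0.0803) and with neighbourhood offsets (camera p 0.0850, fry p 0.151) the list was not past the threshold. Because the list was chosen from a run that it overlaps, these values describe it and do not test it.

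With neighbourhood offsets the log2 fold change of the MORC2 promoter was 0.44 (edgeR adjusted p 0.00762), so that a shift shared with its neighbours is not the whole of its rise. TASOR kept 0.38 (adjusted p 0.0173). Among the 500 promoters nearest in abundance, MORC2 and TASOR stood at percentiles 100 and 99.8 with loess offsets. Over the alternatives the adjusted p of MORC2 reached 0.361, as DESeq2 without its filter and total count scaling did not call it. TUG1, at 0.43, has nearly the same fragments, so that a change at MORC2 and one at TUG1 cannot be told apart from these counts. Feedback of the lost protein on its own promoter and an effect of the edit on nearby DNA were not tested.

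TRNF and MIR4485 lay near the median of −0.51 of the mitochondrial rows. MIR4485, which is not annotated on the mitochondrial genome, differed from that median by −0.12 with an SE of 0.082. Its count in KO replicate 2 was 0.951 times that in KO replicate 1, close to 0.871 for mitochondrial rows and far from 1.57 for nuclear rows. This is consistent with mitochondrial fragments that map to a nuclear copy, and with fewer of them in KO replicate 2, rather than with a change at that promoter.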
